A study of Mus musculus with 4 samples.

How the data were processed

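The samples were pools of cells sorted from mouse intestinal enteroids, which are epithelial mini-guts grown in Matrigel with R-spondin-1, EGF and noggin. Per the labels' protocols, the enteroids came from the duodenum or jejunum of female CD1 mice with a Neurog3eYFP reporter allele. They were digested with TrypLE, and living eYFP-positive cells (DAPI-negative) were sorted at 1 cell per well. Each plate received 92 cells and kept 4 wells empty. Polyadenylated RNA was made into libraries with the BD Precise WTA single-cell kit, a plate-based method in which each well has its own barcode.

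The authors deposited 1 table of whole-number counts per gene and well for cells that had passed their own filter, and the values were used as counts. The filter, the aligner, the genome build and whether molecular indices were used to collapse copies are not given in the sources used here. The largest value was 643177 counts of 1 gene in 1 well, and 27.9% of the values above 0 were equal to 1. The counts were therefore treated as reads that may include PCR copies, and every interval and every limit for a count of 0 covers counting error only. The table held 29161 genes, 29120 of them paired with a symbol, and 290 cells, and every gene had at least 1 count. Gene positions were taken from GRCm38 with the GENCODE M21 annotation by matching the Ensembl identifiers, and no coordinate of the authors was used. Families of near-identical genes, such as the defensins among the Paneth markers, can share reads in ways the table does not show.

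The column names give a well and an experiment number, and the 4 sample titles give a pool number. Columns were assigned to samples by that number, which left 0 columns unassigned. The tissue and age of each plate rest on this match, whereas comparisons of cell classes use the plates only as blocks. Plates 1, 2 and 3 are duodenum replicates 1, 2 and 3, and plate 4 is jejunum replicate 1. Plates were treated as the replicates, never cells. Plate totals are given with the results, and single cells held 202711 to 2312044 counts. No further cell filter was applied. Wells received 1 sorted cell each, and no doublet caller was run.

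Detection of 12 hormone and secretory genes and of 30 listed transcription factor genes was given as the share of cells with at least 1 count, with exact (Clopper-Pearson) 95% intervals. It was repeated with at least 5 counts, and with every cell thinned to 100000 counts, which left out 0 cells. A well was called above the cross-well level when it held at least 5 counts and at least 0.5% of its plate's counts of that gene, a limit set after the data had been seen. A count of 0 was given the upper limit of 3 counts, or 3 cells for a share.

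Cells were clustered with scanpy 1.11.5 (Python 3.11.15). Counts were scaled to 10000 per cell and log-transformed, and the 1000 most variable genes among those seen in at least 5 cells were scaled with a clip of 10. The 30 transcription factor genes were left out of this step, so that none of them defined a cluster. The next steps were 20 principal components, 15 neighbours and Leiden clustering at resolution 1 with seed 0. Clusters were named from 85 marker genes, 3 of which were absent from the table. The scoring rule was set after the clusters had been seen, without reference to the transcription factor results. A class needed at least 3 of its markers raised by a log2 fold of 0.5 or more against the other cells (on CPM, counts per 1000000 counts, with a pseudocount of 10) and present at 5 or more counts in at least 25% of the cluster's cells. It also needed at least 1 marker among the 10 genes with the largest fold, with no other class having more there. Goblet and Paneth markers marked the same cluster and were merged. The names are therefore rebuilt here and are not the authors' annotation.

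Class comparisons used raw counts summed per plate and class, in plates with at least 5 cells of both classes. The test was edgeR 4.0.16's quasi-likelihood test (R 4.3.3, limma 3.58.1) with TMM normalization, the filterByExpr filter, the plate as a block and Benjamini-Hochberg adjustment, with a threshold of 0.05. Marker genes and genes used for clustering were left out of the reported gene counts. Jejunum was compared with duodenum, and 39 weeks with 12 weeks, on the sum of all cells of each plate. Transcription factors were also adjusted over the list alone. Each error given after ± is the absolute log2 fold change divided by the square root of edgeR's F statistic. It is not computed from the ratios of single plates. The sample groups, the tests, the gene and marker lists, the clustering settings named above other than the 5-cell gene filter, and all alternatives except those given last below were chosen before the data were examined.

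The rule for the genes to be named was as follows. Neurog3 and Rfx6 are given in every comparison, and the hormone genes per plate. Listed transcription factors past the threshold over all genes are named with values, as are up to 5 genes per direction in each test that pass the threshold and change alike in every plate (in the plate tests, with the single plate outside the range of the others). No gene met the last 2 parts of the rule in the main tests. Transcription factors named because they passed the threshold over the list alone, and genes named in counts of 6 or fewer, were chosen after their values had been seen. Results of 1 listed factor are not reported here, although it enters the counts of factors.

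The test code was run on simulated counts without a plate effect on genes, and genes of low count were not changed in them. The 200 genes changed, by a log2 fold of 3, had a mean expected count above 100. With the spread fitted to the real sums, edgeR recovered 19.5% of them in the comparison of enterochromaffin-like with peptide-hormone-like cells (11962 genes), 7% in progenitor-like against hormone-expressing cells (11052 genes), 32% in jejunum against duodenum (19288 genes) and 37% in 39 against 12 weeks (18432 genes). Of the calls, 2.5%, 0%, 4.48% and 6.33% were unchanged genes. At a low dispersion of 0.05 all 4 comparisons recovered 100%. The common dispersions of the real sums were 1.26, 1.25, 1.27 and 0.933 in the same order, and this spread limits what the tests can call. In the class tests, which have the plate as a block, it is the scatter left after plate differences.

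The alternatives were DESeq2 1.42.0, no filter on low counts, no plate block, leaving out each plate, at least 10 cells per class, cells with at least 0.5 of their plate's median count, resolutions of 0.5 and 2, 500 variable genes, and plate centring before the principal components. For the plates they also included the 12-week duodenum alone, limma on cells scaled alike (log2 of mean CPM plus 1), endocrine classes alone, and a fit of all 4 plates with tissue and age. Genes seen in at least 10 cells, plate centring for the class tests and the cross-well level were added after seeing the data. Figures were drawn with matplotlib 3.10.9.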

Results

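To examine how endocrine subtypes arise from Neurog3-expressing cells, the study profiled single eYFP-positive cells from mouse enteroids by plate-based RNA sequencing. Neurog3 encodes the transcription factor that starts the enteroendocrine programme, and the reporter marks its cells and, while the protein lasts, their descendants. Of 368 sorted cells, 290 (78.8%) were in the deposited count table. Plate 1 (duodenum replicate 1, 39 weeks) held 72 cells, plate 2 (duodenum replicate 2, 12 weeks) 83, plate 3 (duodenum replicate 3, 12 weeks) 72, and plate 4 (jejunum replicate 1, 12 weeks) 63. Total counts were 23893272, 38265093, 37699098 and 46490618 in plates 1, 2, 3 and 4. Median counts per cell were 321533.5 in plate 1, 432369 in plate 2, 429935 in plate 3 and 678124 in plate 4, and median genes per cell were 3880.5, 4697, 4568.5 and 5875. Plate 1 was thus the shallowest and plate 4 the deepest. Tissue and age were each represented by 1 plate on 1 side, and the assignment of plates to tissue and age rests on matching pool numbers.

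Detection of hormone genes was examined first, because it sets what a read in a well can mean. Chgb, encoding the granule protein chromogranin B, had at least 1 count in 100% of the cells of every plate, and Chga in 98.6% of plate 1 and 100% of the others. Tph1, encoding the enzyme of serotonin synthesis, was seen in 79.2%, 91.6%, 87.5% and 100% of the cells of plates 1 to 4. Gip was seen in 98.8% of plate 2 and in 100% of plates 3 and 4, but in 0 of 72 cells of plate 1. That allows a share of up to 4.17% only if Gip was counted in plate 1 as in the others, which is open. Gcg was seen in 0 of 72 cells of plate 1 and in 71.1%, 100% and 100% of plates 2 to 4, Cck in 29.2%, 100%, 100% and 100% of plates 1 to 4, Ghrl in 47.2%, 96.4%, 98.6% and 100%, Sct in 52.8%, 96.4%, 75% and 100%, and Tac1 in 83.3%, 100%, 97.2% and 100%. Sst was seen in 100% of plate 2 and in 0 cells of the other plates, Nts in 49.4% of plate 2 and 14.3% of plate 4, and Pyy in 45.8% of plate 3 and 85.7% of plate 4, with 0 cells elsewhere. These shares did not separate wells with high counts from wells with low counts. In plate 3, a single well held 134654 of the 135725 Gip counts, and all 71 other wells held at least 1, with a median of 10. In goblet/Paneth-like cells, which should lack Gip, 30.0% of 30 cells had 5 or more Gip counts at a median depth of 388303.5 counts, against 89.7% of 29 peptide-hormone-like cells at 554675. The goblet/Paneth-like cells of plates 3 and 4 all passed that count, and none of the 20 in plate 1 did.

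Of 48 pairs of hormone gene and plate, 34 had the gene in over 50% of cells. When a cell also had to hold at least 0.5% of its plate's counts of the gene, a limit chosen after seeing the data, 2 pairs did. For genes held by few wells, the mean share in another well had a median of 0.0185%. A well under the limit can therefore still express the gene, and the fall does not measure reads from other wells. For Chga in plate 2, for example, the median well held 546 counts. Above that cross-well level, Gip was found in 0, 6, 1 and 3 cells of plates 1 to 4, Gcg in 0, 3, 2 and 6, Sst in 0, 2, 0 and 0, Nts in 0, 3, 0 and 1, Pyy in 0, 0, 1 and 6, and Ghrl in 3, 10, 4 and 9. Cck was above it in 5, 13, 11 and 9 cells, Tph1 in 21, 25, 20 and 28, Chgb in 26, 32, 29 and 36, Tac1 in 24, 24, 23 and 33, Chga in 16, 37, 29 and 31, and Sct in 20, 31, 31 and 17.

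**Figure D1:**
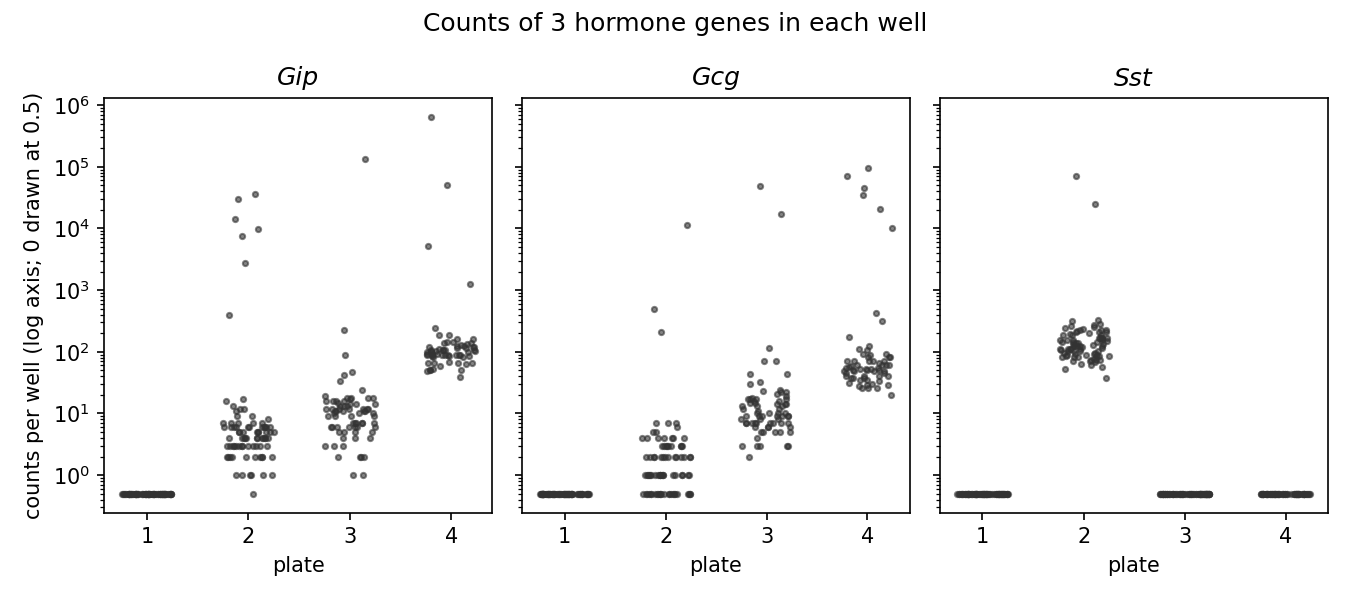
Counts per well (log axis, 0 drawn at 0.5) of Gip, Gcg and Sst in plates 1 to 4, with 1 point per cell. A few wells hold most of each gene's counts, the other wells of the same plate form a low band, and plate 1 has 0 counts of all 3 genes.

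Neurog3 (ENSMUSG00000044312, protein coding, GRCm38 chromosome 10, 62133090 to 62134763, plus strand) had at least 1 count in 31.9% (exact 95% interval 21.4 to 44.0) of plate 1, 30.1% (20.5 to 41.2) of plate 2, 41.7% (30.2 to 53.9) of plate 3 and 27.0% (16.6 to 39.7) of plate 4. With cells thinned to 100000 counts the shares were 18.1%, 20.5%, 34.7% and 14.3%. Rfx6 (ENSMUSG00000019900, protein coding, chromosome 10, 51677756 to 51730432, plus strand), a transcription factor gene acting in endocrine cells, was seen in 50.0% (38.0 to 62.0), 69.9% (58.8 to 79.5), 66.7% (54.6 to 77.3) and 76.2% (63.8 to 86.0), and after thinning in 40.3%, 63.9%, 52.8% and 58.7%. Over all cells of a plate Neurog3 made up 13.7, 174, 41.1 and 16.9 counts per 1000000 counts (CPM) and Rfx6 94.9, 81.3, 110.0 and 92.9. The order of plates by Neurog3 share and by Neurog3 CPM differed, so no order is read from the shares.

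Clustering the 290 cells gave 7 clusters, of which 4 could be named. Enterochromaffin-like cells, led by Afp, Ucn3 and Fxyd6, made up 18.3% of all cells (exact 95% interval 14.0 to 23.2), and peptide-hormone-like cells, led by Gip, Gcg, Cck and Sst, made up 10.0% (6.80 to 14.0). Progenitor-like cells made up 10.3% (7.09 to 14.4). They were led by Zfp511, Gm10925 and Miat, with Tubb3 the only progenitor marker among the 10 genes of largest fold and 70% of the cells from plate 3, so this class is weakly defined. Goblet/Paneth-like cells, led by Guca2a, Defa17 and Itln1, also made up 10.3%. The other 148 cells (51.0%) stayed unnamed. Cluster 0 (52 cells) was led by Gstm3, Mgst1 and Phgr1, cluster 1 (66 cells) by Plod2, Mir6236 and Runx1t1, and cluster 3 (30 cells) by Ghrl, Plb1 and Cdkn1a. Cluster 1 had 4 enterochromaffin markers raised but none among its leading genes. The naming rule, set after the clusters had been seen, thus kept 33, 15, 11 and 7 cells of plates 1 to 4 out of the enterochromaffin-like class.

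Enterochromaffin-like cells were 1.39% (0.04 to 7.50) of plate 1, 20.5% (12.4 to 30.8) of plate 2, 13.9% (6.87 to 24.1) of plate 3 and 39.7% (27.6 to 52.8) of plate 4. Peptide-hormone-like cells were 15.7%, 8.33% and 15.9% of plates 2 to 4. In plate 1, where the leading genes Gip and Gcg had no read, 0 of 72 cells fell into this class, so its share there cannot be judged. Progenitor-like cells were 1.39%, 6.02%, 29.2% and 4.76% of plates 1 to 4, and goblet/Paneth-like cells 27.8%, 2.41%, 6.94% and 4.76%. The eYFP sort sets these shares, and no test of shares was made with 1 jejunum plate. The clustering settings, the only alternatives run for shares, moved them. At resolution 0.5 the enterochromaffin-like share was 34.1% and the progenitor-like share was 0%. The enterochromaffin-like share of plate 1, the lowest of the plates above, was then 38.9% and no longer the lowest. It stayed the lowest at 18.1% with 500 variable genes, 1.39% at resolution 2 and 2.78% with genes seen in at least 10 cells. With plate centring it was 8.33%, the same as in plate 3.

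**Figure D2:**
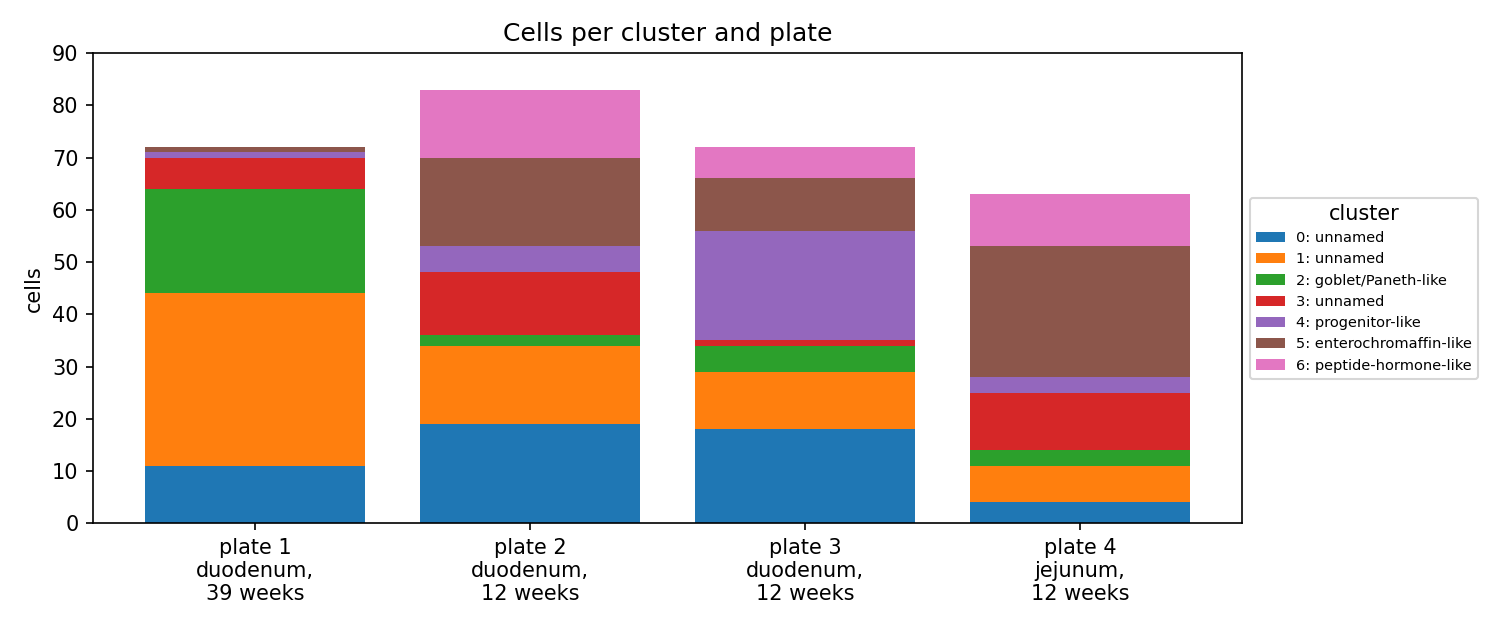
Number of cells (vertical axis) of each of the 7 clusters in plates 1 to 4 (horizontal axis), stacked by cluster. Plate 1 holds 20 of the 30 goblet/Paneth-like cells, 1 enterochromaffin-like cell and 0 peptide-hormone-like cells, and plate 3 holds 21 of the 30 progenitor-like cells.

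To ask which transcription factors separate the serotonin lineage from peptide-hormone cells, sums of enterochromaffin-like and peptide-hormone-like cells were compared within plates 2, 3 and 4. Of 11202 genes outside the markers and clustering genes, 0 passed the threshold in edgeR's quasi-likelihood test (smallest adjusted p 0.0721), 755 had an unadjusted p under 0.05, and DESeq2 called 732 (463 higher and 269 lower in enterochromaffin-like cells). DESeq2 was the alternative that moved this count most. Of the 27 listed factors that could be tested, 0 passed over all genes tested with edgeR and 6 passed when adjusted over the list alone, 11 had an unadjusted p under 0.05, and DESeq2 gave 9 and 14. At 2-fold or more in all 3 plates, 6 of the 30 factors were higher in enterochromaffin-like cells and 5 were lower.

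Of the factors past the threshold over the list alone, the 5 given here were singled out after their values had been seen. Lmx1a (ENSMUSG00000026686, chromosome 1, 167689237 to 167848741) had 1109, 950 and 892 CPM in enterochromaffin-like cells of plates 2, 3 and 4 and 4.16, 7.41 and 10.4 CPM in peptide-hormone-like cells. Its log2 fold change was 7.13 ± 0.54 (error from edgeR's F statistic, 3 plates), with an edgeR adjusted p of 0.0721 over all genes and 0.00130 over the list. Isl1 (ENSMUSG00000042258, chromosome 13, 116298281 to 116309689) had 1.61, 0 and 1.69 CPM against 832, 397 and 441, a log2 fold change of -9.19 ± 1.03 with edgeR adjusted p-values of 0.145 and 0.00433. Pax6 (ENSMUSG00000027168, chromosome 2, 105668900 to 105697364) had 76.6, 29.1 and 22.4 CPM against 587, 388 and 397, a log2 fold change of -3.62 ± 0.44 with edgeR adjusted p-values of 0.199 and 0.00434. Etv1 (ENSMUSG00000004151, chromosome 12, 38779380 to 38870484) had 14.2, 34.5 and 17.4 CPM against 423, 229 and 665, a log2 fold change of -4.34 ± 0.71 with edgeR adjusted p-values of 0.358 and 0.00979. Nkx2-2 (ENSMUSG00000027434, chromosome 2, 147177546 to 147194243) had 177, 590 and 277 CPM against 67.1, 244 and 127, a log2 fold change of 1.26 ± 0.32 with edgeR adjusted p-values of 0.651 and 0.0492. All 5 are protein coding, and each went the same way in all 3 plates.

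In this clustering, neither Neurog3 nor Rfx6 differed between the classes by more than its error. Neurog3 had 0.644, 1.17 and 6.36 CPM in enterochromaffin-like cells of plates 2, 3 and 4. In peptide-hormone-like cells it had 46.3 CPM in plate 2, from 1 of 13 cells, and 0 counts in plates 3 and 4. The direction in plate 2 was thus opposite to the other plates, and the fitted log2 change of 3.90 ± 5.10 (edgeR adjusted p 0.982) was smaller than its error. This depended on the clustering. At resolution 0.5, and with genes seen in at least 10 cells, Neurog3 was higher in enterochromaffin-like cells in all 3 plates (edgeR adjusted p 0.596 and 0.538). In plate 2 its levels were 136 and 138 against 46.3 and 44.1 CPM. The enterochromaffin-like class of plate 2 then held 26 and 31 cells instead of 17, and 1775 and 2051 Neurog3 counts instead of 6. The peptide-hormone-like class of plate 2 held 278 in each of these clusterings. The change thus came from cells added to the enterochromaffin-like class. Rfx6 had 55.0, 46.8 and 121 CPM against 112, 97.0 and 76.6, a log2 fold change of -0.49 ± 0.61 (edgeR adjusted p 0.975) whose sign changed with the clustering.

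**Figure D3:**
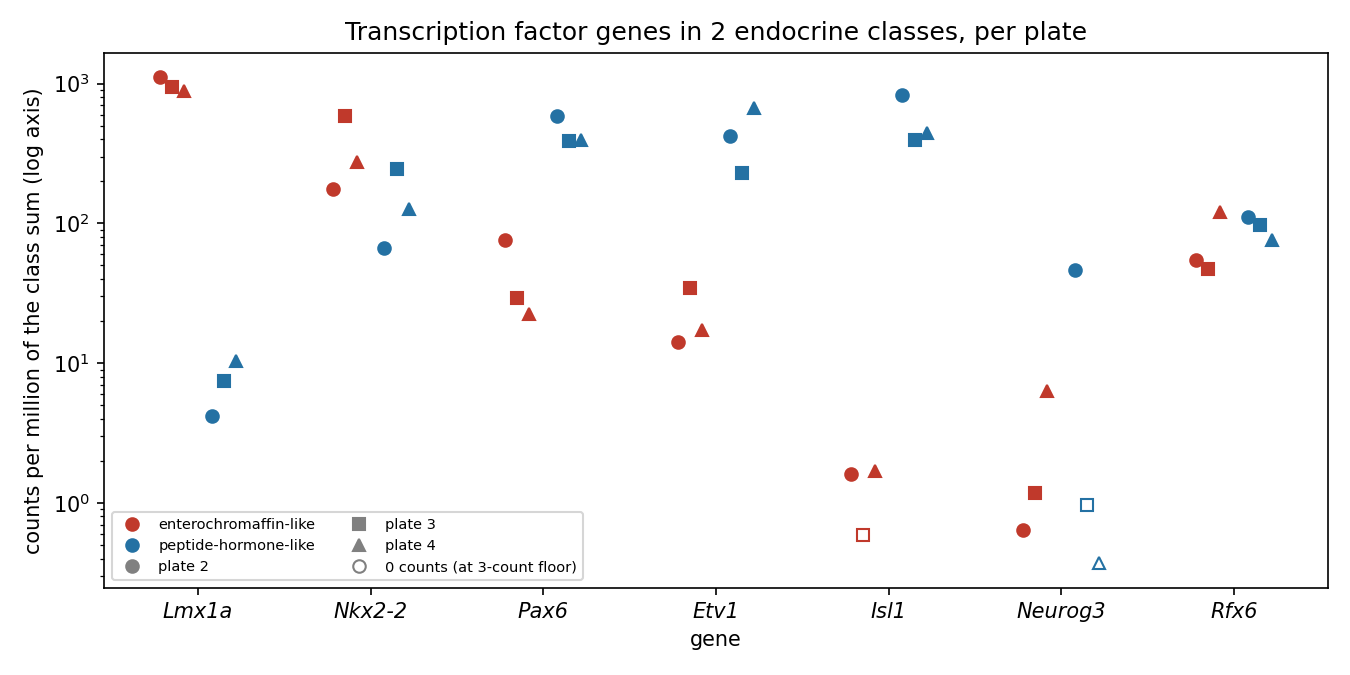
CPM (log axis) of 7 transcription factor genes in the summed enterochromaffin-like and peptide-hormone-like cells of plates 2, 3 and 4, with 1 point per plate and class and open symbols at the 3-count floor for sums of 0 counts. The classes do not overlap for Lmx1a, Pax6, Etv1 and Isl1, whereas the points of Nkx2-2, Neurog3 and Rfx6 overlap.

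Progenitor-like cells were compared with hormone-expressing cells (enterochromaffin-like and peptide-hormone-like together) in plates 2 and 3, the plates with enough cells of both. Of 10361 genes, 0 passed with edgeR (smallest adjusted p 0.109), 718 had an unadjusted p under 0.05, and DESeq2 called 644 (166 higher and 478 lower in progenitor-like cells). Without a filter on low counts edgeR called 85, 77 higher and 8 lower, so the balance of directions depended on the method. Of 27 factors tested, 0 passed over all genes with edgeR and 2 when adjusted over the list alone, against 7 and 8 with DESeq2. An unadjusted p under 0.05 was reached by 8. The 2 factors over the list alone were Pax4 and Neurog3, and Pax4 was singled out after its values had been seen. Pax4 (ENSMUSG00000029706, protein coding, chromosome 6, 28442334 to 28449353) had 417 and 430 CPM in progenitor-like cells of plates 2 and 3 against 40.7 and 31.5, a log2 fold change of 3.85 ± 0.64 (edgeR adjusted p 0.173 over all genes and 0.0169 over the list). Neurog3 had 479 and 120 CPM against 18.5 and 0.729, a log2 fold change of 6.20 ± 1.08 (edgeR adjusted p 0.189 and 0.0169). In plate 2 only 1 of the 5 progenitor-like cells held 5 or more Neurog3 counts, so that value rests on 1 cell, while 11 of 21 did in plate 3. Taken alone, plate 2 gave a log2 ratio of 4.69 and plate 3 of 7.36. The size depended on the clustering, with 3.52 in plate 3 and 2.75 in plate 4 with 500 variable genes, and 4.70, 5.69 and 9.50 in plates 2, 3 and 4 with plate centring, added after seeing the data. With plate centring plate 1 held 3 Neurog3 counts in progenitor-like and 1 in hormone-expressing cells, too few for a ratio. Rfx6 had 19.7 and 184 CPM against 77.2 and 65.8, opposite directions in the plates, and a log2 fold change of 0.06 ± 1.37 (edgeR adjusted p 0.998).

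Because plates differed in their Neurog3 level and in their clusters, the levels of clusters are given per plate, with no replicate error. In plate 3 Neurog3 was at 120 CPM in progenitor-like cells, 42.8 in cluster 1, 41.5 in cluster 0, 1.17 in enterochromaffin-like and 0.397 in goblet/Paneth-like cells. In plate 2 it was at 1017 CPM in goblet/Paneth-like cells (from 1 of 2 cells), 479 in progenitor-like cells, 352 in cluster 1, 212 in cluster 0 and 78.6 in cluster 3. In plate 4 it was at 177 CPM in the 3 progenitor-like cells, 57.8 in cluster 1, 36.8 in the 3 goblet/Paneth-like cells and 9.60 in cluster 3, with 0 counts in cluster 0. In plate 1 it was at 19.4 CPM in cluster 1, 12.9 in goblet/Paneth-like cells and 4.06 in cluster 0. Rfx6 was highest in cluster 1 in every plate, at 185, 144, 315 and 138 CPM in plates 1 to 4. In goblet/Paneth-like cells it was at 0.284, 54.0, 1.39 and 68.4 CPM.

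Reporter-positive cells outside the endocrine classes were compared with the progenitor-like, enterochromaffin-like and peptide-hormone-like cells together. Plate 3 was the only plate with at least 5 cells of both, so no test was made. There, Neurog3 was at 54.9 CPM (exact Poisson 95% interval 51.2 to 58.8) in endocrine and 0.397 (0.048 to 1.43, from 2 counts) in goblet/Paneth-like cells. Rfx6 was at 119 CPM (114 to 125) and 1.39 (0.559 to 2.86, from 7 counts). At 2-fold or more, 21 of the 30 factors were higher in the endocrine cells and 3 lower. The size of the Rfx6 ratio depended on the clustering. Its log2 ratio in plate 3 was 6.42 here and 1.63 to 6.85 in the other clusterings, and it stayed above 0 in every plate that held enough cells, down to 0.23 in plate 4. The Neurog3 direction depended on the clustering. In plate 3 its log2 ratio was 7.11 here, 7.16 with 500 variable genes, -0.73 at resolution 2 and -2.0 at resolution 0.5, which put more cells into the goblet/Paneth-like class. It was 4.2 with plate centring and 0.91 with genes seen in at least 10 cells, both added after seeing the data. At resolutions 0.5 and 2 and with genes seen in at least 10 cells no cluster was progenitor-like. The endocrine side then lacked a class of that name. With genes seen in at least 10 cells, the enterochromaffin-like class of plate 3 held 28 cells and 848 Neurog3 counts. Here it held 10 cells and 6 counts. The whole endocrine side of plate 3 held 848 Neurog3 counts there and 826 here, so its Neurog3 was not lost. The non-endocrine side held 484 Neurog3 counts there and 2 here. In plate 3 the non-endocrine side held 5037193 counts here, 15209480 at resolution 2 and 16608666 with genes seen in at least 10 cells. Plate 3 had 5, 5 and 6 goblet/Paneth-like cells in these clusterings, so cells outside that class had joined the non-endocrine side. The ratios therefore compare unlike groups. Over the alternative clusterings, the Neurog3 log2 ratio was -3.12 to -1.42 in plate 2 and -1.70 to -0.34 in plate 4. These ranges cover the clusterings in which the plate held enough cells, resolution 0.5 included. Plate 1 gave 0.99 at resolution 0.5, -0.25 with plate centring and -3.54 with 500 variable genes.

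Jejunum was compared with duodenum on whole plates. Of 19329 genes, 0 passed with edgeR (smallest adjusted p 0.487), 819 had an unadjusted p under 0.05, and DESeq2 called 720 (49 higher and 671 lower in jejunum). Of 30 factors 0 passed over all genes or adjusted over the list alone, with edgeR or DESeq2, and 2 had an unadjusted p under 0.05 with each. The median log2 fold change of all genes was -0.27 with edgeR and 0.02 with limma on cells scaled alike. Neurog3 had a log2 fold change of -2.18 ± 1.35 (edgeR adjusted p 0.934), which was -0.76 without duodenum replicate 2, and Rfx6 of -0.05 ± 0.50 (edgeR adjusted p 1.00). With 1 plate against 3, an exact permutation test of a single value cannot give a p below 0.25, and tissue, animal and plate cannot be separated.

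Within the duodenum, the plate of 39 weeks was compared with the plates of 12 weeks. Of 18480 genes, 0 passed with edgeR (smallest adjusted p 0.196), 1412 had an unadjusted p under 0.05, and DESeq2 called 920 (280 higher and 640 lower at 39 weeks). Of 30 factors, 0 passed over all genes with edgeR and 2 when adjusted over the list alone, 6 had an unadjusted p under 0.05, and DESeq2 gave 4 and 8. The 2 factors, singled out after their values had been seen, were Isl1 and Nkx6-3. With 1 plate of 39 weeks, their p-values rest on the spread of the 12-week plates alone. Isl1 is also 1 of 12 genes with no read in plate 1, for which a different annotation or filter is not excluded. Isl1 had 0 counts in plate 1, where 3 counts would be 0.126 CPM, against 176 and 41.1 CPM in plates 2 and 3 (edgeR adjusted p 0.381 over all genes and 0.0161 over the list). Nkx6-3 (ENSMUSG00000063672, protein coding, chromosome 8, 23153269 to 23158948) had 824 counts (34.5 CPM) in plate 1 against 2 and 0 counts, a log2 fold change of 10.04 ± 1.64 (edgeR adjusted p 0.442 and 0.0180). Neurog3 had a log2 fold change of -3.08 ± 0.98 (edgeR adjusted p 0.630), which was -1.58 without duodenum replicate 2 and -3.67 without duodenum replicate 3, and Rfx6 of -0.17 ± 0.50 (edgeR adjusted p 0.910). Age, animal and plate cannot be separated with 1 plate of 39 weeks.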

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

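3 alternatives were added after seeing the data: genes seen in at least 10 cells, plate centring for the class tests, and the cross-well level. The counts of other splits were also chosen after the result was seen. Unless stated otherwise, the cause of a change was not tested.

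The tool changed the counts of genes most. Where edgeR called 0 genes, DESeq2 called 732 for enterochromaffin-like against peptide-hormone-like cells, 644 for progenitor-like against hormone-expressing cells, 720 for jejunum against duodenum and 920 for 39 against 12 weeks. Its listed factors past the threshold numbered 9, 7, 0 and 4 over all genes and 14, 8, 0 and 8 over the list alone. Without a filter on low counts edgeR called 2, 85, 9 and 226 genes, and 1, 1, 0 and 4 factors over all genes. Over the list alone it then gave 4 factors for age. Of the 85 genes for progenitor-like cells, 77 were higher and 8 lower, whereas DESeq2 called 166 higher and 478 lower.

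For enterochromaffin-like against peptide-hormone-like cells, edgeR called 2 genes (Bok and Lmx1a) with 500 variable genes and 1 (Lmx1a) with genes seen in at least 10 cells, and 1 factor in each. With no replicate block it called 6 genes, Krt19, Bok, Lmx1a, Tm4sf4, Isl1 and Gnai1, of which 2 are listed factors. Leaving out each plate gave 0 genes each time, and 3 to 7 factors over the list alone (4 without duodenum replicate 2, 7 without duodenum replicate 3, 3 without jejunum replicate 1). Under every setting run, the log2 fold change of Lmx1a stayed within 6.07 to 7.59, Isl1 within -9.93 to -6.27, Pax6 within -4.84 to -3.28, Etv1 within -5.78 to -3.67 and Nkx2-2 within 0.92 to 1.40. The pairing by plate is given by the sort itself; beyond these counts and 1 for progenitor-like cells below, dropping it changed no call.

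With the plate in the fit, 4 of the 4 splits that part every plate's pair gave as many genes as the real one (0), so chance cannot be judged. Without it, 1 of 10 splits did, the real one, and a share below 0.1 is out of reach.

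For progenitor-like against hormone-expressing cells, plate centring gave 1 gene and 5 factors over the list alone, no replicate block gave 1 factor over the list, and 500 variable genes gave 0. No paired analysis was possible because too few plates remained at resolutions 0.5 and 2, with genes seen in at least 10 cells, with at least 10 cells per class, and when a plate was left out; ratios alone were then taken where a plate remained. For endocrine against non-endocrine classes, DESeq2, no filter, no block and leaving out plates could not be run on 1 plate, and no plate held 10 cells of both. Other clusterings gave 3 or 4 plates, and edgeR then called 393 genes and 8 factors (resolution 0.5), 145 and 4 (resolution 2), 6 and 0 (500 variable genes), 87 and 2 (plate centred) and 98 and 4 (genes seen in at least 10 cells). At resolution 2 plates 2 and 4 held 2 and 3 goblet/Paneth-like cells, and with genes seen in at least 10 cells 4 and 4. They reached 5 non-endocrine cells only with cells outside that class. The endocrine classes could not be used alone for age, as plate 1 holds too few.

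Leaving out a duodenum plate gave 0 to 10 genes for jejunum against duodenum (0 without replicate 1, 10 without replicate 2, 2 without replicate 3). No paired analysis was possible because the tissues share only 1 replicate number. For age, leaving out a plate leaves no spread, so fold changes alone were taken.

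Shares moved with the clustering. The enterochromaffin-like share of 18.3% became 34.1% at resolution 0.5, 24.5% with 500 variable genes and 31.0% with genes seen in at least 10 cells. The progenitor-like share of 10.3% became 0% at resolution 0.5, 0% at resolution 2 and 0% with genes seen in at least 10 cells, and the goblet/Paneth-like share of 10.3% became 30.7% at resolution 0.5. The peptide-hormone-like share stayed within its interval in every clustering run. The 34 hormone gene and plate pairs seen in over 50% of cells became 2 above the cross-well level, a limit that wells with true expression can also miss.

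Rfx6, which passed no threshold, changed sign. Between enterochromaffin-like and peptide-hormone-like cells its log2 fold change was 0.29 at resolution 0.5, 0.14 with 500 variable genes and 0.26 with genes seen in at least 10 cells. In progenitor-like cells it was -0.13 without the filter and -0.35 with plate centring, and -1.97 to 1.49 when a plate was left out. For jejunum it was 0.18 in endocrine classes alone and -0.16 to 0.13 when a duodenum plate was left out, and for age -0.21 to 0.22. The 0.13 for jejunum, the 0.22 for age and the -1.97 came without duodenum replicate 3. The Neurog3 log2 ratio of endocrine to non-endocrine cells in plate 3, 7.11 in the report, was -2.0 at resolution 0.5 and -0.73 at resolution 2, and kept its direction at 7.16 with 500 variable genes, 4.2 with plate centring and 0.91 with genes seen in at least 10 cells. At both resolutions and with genes seen in at least 10 cells no cells were named progenitor-like. With genes seen in at least 10 cells, the endocrine side of plate 3 still held 848 Neurog3 counts, against 826 in the report. At resolution 2 and with genes seen in at least 10 cells, the non-endocrine side also took in cells outside the goblet/Paneth-like class. The Rfx6 ratio in plate 3, 6.42 in the report, was 1.97 at resolution 0.5 and 1.63 at resolution 2. It was 4.03 with plate centring and 2.04 with genes seen in at least 10 cells. For Neurog3 in progenitor-like cells the fitted log2 fold change of 6.20 became 3.39 with 500 variable genes. Neurog3's log2 fold change for age was -3.67 to -1.58 and for jejunum -2.68 to -0.76 when a duodenum plate was left out, nearest 0 without replicate 2.

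Of the values of single factors under alternatives, 76 for enterochromaffin-like against peptide-hormone-like cells, 18 for progenitor-like cells, 14 for jejunum and 10 for age kept their direction and their side of the threshold, 9, 3, 0 and 6 newly passed it in the same direction, and 3, 3, 2 and 1 changed direction. For progenitor-like cells and age, values with a plate left out have no p-value and were counted by direction alone. Some alternatives repeat the same sums, such as at least 10 cells per class and leaving out duodenum replicate 3, so these values are not independent. For endocrine against non-endocrine classes, 4 values stayed within a log2 of 0.5, 6 moved further and 2 changed direction. Of the shares of cells with a gene per plate, 120 stayed within their interval under the alternatives and 104 did not.

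The depth of plates limits the counts of 0, which allow up to 0.126 CPM in plate 1 if the gene was counted there as in the other plates.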

Other observations

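The tests of reads from other wells by depth, of plate 1 by depth, by enterochromaffin markers, by low read numbers and by cross-well cells of Gip and Gcg were chosen only after the patterns were seen. The tests of neighbouring wells, of other genes of the Sst wells and of the cluster that holds most cells of plate 1 were written before their results were seen, except that the last was limited to cells above the cross-well level after its unlimited form had been run (12 of 12 genes with over 3 reads due).

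Genes whose reads sat in a few wells were also found at low counts in other wells of the same plate. This was measured on 35 gene and plate pairs with at least 3000 counts, at least 85% of them in the 3 highest wells. The highest well and every well with at least 0.5% of the plate's counts of the gene were then set aside, so the level of the other wells is bounded by this choice. The share of the other wells with a count ran from 15.4% to 100%, with a median of 60.9%. The mean share of the plate's counts in another well had a median of 0.0185% (quartiles 0.0114 to 0.0282), and 34 of the pairs, all but Sst, lay between 0.00645% and 0.0450%. Deeper wells held more of the gene in 32 of the 35 pairs. Reads that move between wells, free RNA and low expression in the other cells would each give this, so the test does not decide between them. Wells of the same row or column as a high well held a median of 0.870 times the level of the others, and more in 13 of 35 pairs. This cannot decide on carry-over between neighbours, since some pairs left few wells to compare with. Ghrl in plate 4 had 53 of 54 other wells in such a row or column, and Lyz1 in plate 3 had 56 of 59. Reads from other wells of the plate may account for the low hormone counts. Free RNA and carry-over between neighbours stay open beside this. Low expression shared by the cells of all plates is argued against for Sst, Nts and Pyy. Sst had 0 counts in the 72 cells of plate 3 and the 63 of plate 4. Nts had 0 in the 72 cells of plate 3, and Pyy 0 in the 83 of plate 2. These values were compared after they had been seen. Low expression limited to plates with a high well, and low expression of the other genes, stay open. No empty well was in the table, so reads from other wells were not measured directly.

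Sst in plate 2 stood above the other pairs, under the same choice of wells. Of 106406 counts, 70256 and 24831 lay in 2 wells (89.4%), and each of the other 81 wells held 38 to 329, with a median of 124. Plates 1, 3 and 4 held 0 counts of Sst. The mean share in another well was 0.131%. Carry-over between neighbours is argued against as the whole cause, since the 55 wells outside the rows and columns of the 2 high wells still held a median of 0.107% each, against a median of 0.0144% for the other concentrated genes of the plate. Wells inside the rows and columns held 1.13 times as much (one-sided permutation p 0.137, 100000 permutations). Free RNA from the high wells stays open. The 7 other genes found mostly in those wells left a median of 0.0263%, with a highest value of 0.154%, so the small set does not decide. A low level of true expression shared by the sorted cells of all plates is argued against by the 0 counts in plates 3 and 4. Such expression in the sorted cells of plate 2 alone was not tested.

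Plate 1 held no read of 12 genes that each of the other plates held at 20 CPM or more: Dnph1, Gcg, Gdap1l1, Gip, Gmnn, Gng4, Iqcg, Isl1, Krt20, Maob, Scg3 and Tbxas1. The search was made after hormone genes without reads in plate 1 had been noticed. The same search found 0 such genes for plates 2, 3 and 4. Scg3, for example, was at 205, 74.9 and 254 CPM in plates 2, 3 and 4, in 167 of 218 cells. Depth does not account for it, since at the lowest level of the other plates at least 486 reads of each gene were due. A minimum read number per plate does not account for it, since plate 1 holds 3643 genes with 1 or 2 reads. A lack of the cells that hold these genes stays open. Cluster 1 has 33 cells in plate 1 and 33 elsewhere, and over 3 reads of 10 genes were due in plate 1 from its cells above the cross-well level alone, but these number only 2 to 12 per gene, the genes were picked for their absence, and whether such cells are a kind that plate 1 lacks was not tested. For Gip and Gcg 0 such cells exist. A lack of enterochromaffin cells cannot be judged, since 7 of 11 enterochromaffin markers were lowest in plate 1 and the others were not. Age, animal and the handling of that plate cannot be told apart with 1 plate of 39 weeks, and any of these may be the cause, as may a different gene annotation or filter applied to that plate.

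The sex given in the labels was checked. Xist was at 449, 170, 234 and 292 CPM in plates 1 to 4, and Ddx3y, Kdm5d and Uty each had 0 to 4 counts per plate.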
